A study of Mus musculus with 18 samples. Its data were reported in "Differences in blastomere totipotency in 2-cell mouse embryos are a maternal trait mediated by asymmetric mRNA distribution" (2019).

How the data were processed

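Single blastomeres of parthenogenetic 2-cell mouse embryos were profiled on Affymetrix Mouse Transcriptome Array 1.0, with 1 array for each of 18 blastomeres. Oocytes of B6C3F1 females (an F1 hybrid of the C57BL/6 and C3H strains) were activated with strontium in the presence of latrunculin, which keeps the polar body chromosomes in the egg and so gives diploid embryos without a sperm, and were cultured in KSOM(aa) medium. Each embryo was bisected at the 2-cell stage, and the sister blastomeres were lysed at once under a number for the embryo and a letter for the sister. The labels gave 9 embryos in this way (numbers 1 to 5 and 7 to 10), each with sisters a and b, and gave no other grouping, no batch and no scan date.

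Per the labels and the study's methods, biotinylated targets were prepared with the WT Pico kit using 11 amplification cycles, and the deposited values were log2 signals that the authors had background-corrected, normalized between arrays and summarized per probe set with signal space transformation robust multiarray averaging in Affymetrix Expression Console and Transcriptome Analysis Console. The table held 65956 probe sets (called probes below) rounded to 2 decimals, from 2.14 to 19.41 on the log2 scale, with array medians between 4.86 and 5.26. This normalization equalizes the arrays, so a difference in total RNA between blastomeres is not visible in the values. The genome build behind the probe sets is not given in the sources used here, so no coordinates are reported.

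Probes were named through the platform annotation. Of the probes, 30604 had 1 gene symbol, 2146 had several and 33206 were not listed with a symbol. Symbols were updated through gene identifiers of the RefSeq gene table of assembly GRCm38.p6, which changed 827 of them. Only probes with 1 symbol were named and tested. For 355 genes with several probes the probe with the highest mean was kept, which left 30142 genes. A gene was called above background when its mean over the 18 arrays exceeded the 95th percentile of the same mean over 1406 genes that blastomeres without a Y chromosome should not express, namely chemosensory receptors and Y-linked genes. This threshold was 5.80 log2 units, and 12864 genes passed it.

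Sisters were compared with non-sisters, that is, with all blastomeres of other embryos, by an exact permutation test over all 34459425 ways of dividing the 18 blastomeres into 9 pairs. The test was two-sided (the smaller tail doubled), and the smallest p it can give is 5.8e-08. It was applied to the mean Pearson correlation across genes, to the percent of genes over 2-fold apart, to the mean absolute log2 difference of each gene list (with Benjamini-Hochberg adjustment over the lists) and to single genes. For Ward clustering on Euclidean distances, the share of all pairings with as many pairs joined was enumerated in the same way. Sister ratios were formed as the higher value over the lower one, as the study describes, here on the linear scale, so a ratio is never under 1 and rises with technical noise. Differences between embryos were tested with limma 3.58.1 in R 4.3.3 (embryo as a factor, empirical Bayes with an intensity trend, moderated F test, Benjamini-Hochberg adjustment at 0.05), which sets the spread between embryos against the spread between sisters. The methods name an analysis of variance, and its plain form was run as an alternative. Excess variance between sisters was tested gene by gene against limma's prior for genes of the same intensity. Letter a was compared with letter b in limma with the embryo as a block, as a control for an order of handling. Epiblast regulators and housekeeping genes were compared by permuting list membership 100000 times. Lists were also placed among 10000 random lists matched on intensity over 20 bins. Calls of each list among all called genes were tested with Fisher's exact test against the genes above background. For the 2-cell genome activation genes this test and the place among random lists were repeated with the brightest member of each gene family alone, chosen after the results were seen. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0 and matplotlib 3.10.9 were used.

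The comparisons, the tests, the gene lists, the rule for named genes and most alternatives were chosen before the data were examined. The lists were epiblast regulators, housekeeping genes, COP9 signalosome subunits, oocyte and maternal-effect genes, 2-cell genome activation genes, ribosomal proteins, mitotic and cell-cycle genes, trophectoderm and primitive endoderm regulators, asymmetry candidates, RNA storage and localization factors, stress and damage response genes, mitochondrially encoded genes, paternally and maternally expressed imprinted genes, cumulus and granulosa cell markers, blood and oviduct markers, Y-linked genes and chemosensory receptors. Lists with fewer than 3 members above background were not tested. Named were the epiblast regulators, the housekeeping genes, the 10 genes with the smallest p for excess sister variance, the 10 with the smallest p between embryos, and in each other list the 2 genes with the largest and the 2 with the smallest sister difference. Symbols of predicted genes were passed over in both sets of 10. Members of the lists that differed between embryos are named in addition and were chosen after their values were seen.

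The tests in limma were checked on simulated data with the spread of the real arrays. Of 200 genes given an embryo SD of 1 or 2 log2 units, the test between embryos recovered 54% and 91%. Of 200 genes shifted by 1 or 2 log2 units between the letters, 38.5% and 91.5% were recovered. The test for excess sister variance recovered 0% of 200 genes even when their sister SD was 4 or 10 times the trend, since the genes' spreads varied so much that limma's prior had 3.29 degrees of freedom. With all other genes placed on the trend the same test recovered 92% and 100%. The list test was checked on independent simulated genes of equal spread, which took nothing from the arrays. It was passed in 6%, 15% and 88% of 100 simulated lists of 30 genes when the embryo SD was 0, 0.25 and 0.5 of the sister SD. These shares need not hold for shorter lists or for lists with correlated members.

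The alternatives were quantile normalization on top of the deposited values, centring of each array on its median, no background threshold and a stricter one at the 99th percentile, the mean of a gene's probes, other linkages and correlation measures, all probes whether named or not, a robust prior, a block for the letter, a 4-fold limit, medians and background-subtracted ratios, and leaving out each pair and each blastomere in turn. Counting identical profiles once, leaving out predicted symbols and counting 1 member per family of the 2-cell genome activation genes were added after seeing the data. No array was repeated, so differences between sisters hold technical noise as well as biology, and the number of arrays limits the precision.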

Results

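The array series asked whether sister blastomeres of parthenogenetic 2-cell embryos, which share an oocyte but no sperm, carried like amounts of mRNA, with attention to genes known from the epiblast (EPI), the founder tissue of the fetus. It held 18 blastomeres in 9 pairs. Values were log2 signals of 12864 genes above background. Among the brightest signals were the mitochondrial ribosomal RNA mt-Rnr1 (probe TC0M00000002.mm.1), at 18.70 ± 0.11 (SD, n = 18), and Btg4 (probe TC0900000613.mm.1), an oocyte gene that serves the removal of maternal mRNA, at 17.20 ± 0.10. The chemosensory receptors, genes of sensory neurons, set the background threshold, so that by construction about 1 in 20 lay above it (70 of 1397), and the median receptor was at 4.46. The Y-linked gene Sry read 7.82 ± 0.22 in these embryos, which have no Y chromosome, so a value above the threshold is not by itself proof of a transcript.

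Sister blastomeres resembled each other more than they resembled blastomeres of other embryos, and single genes ranged from nearly equal to far apart. Btg4 differed between sisters by a geometric mean ratio of 1.05 and Gapdh, a glycolytic enzyme, by 1.13 (1.33 between non-sisters), whereas Cops3, a subunit of the COP9 signalosome, differed by 2.30 and the surface protein gene B2m by 2.74. The median gene was 1.45-fold apart between sisters and 1.56-fold apart between non-sisters. The correlation across genes averaged 0.936 ± 0.0122 (SD, n = 9 pairs) for sisters and 0.914 for non-sisters. The difference of 0.0225 was the highest of all pairings of the 18 blastomeres (exact permutation p = 5.8e-08, two-sided, the smallest this test can give). Of the 18 blastomeres, 13 were closest to their own sister. The sisters of pair 1 (r = 0.911) were both closer to a blastomere of another embryo, and blastomere 5a was closer to 8a (r = 0.949) than to 5b (r = 0.924). The arrays of 1a and 5b had the widest spread of relative log expression of the 18 (interquartile range 0.815 and 0.835). They also had the lowest mean correlation with non-sisters (0.900 and 0.901). Uneven arrays and imbalance between sisters cannot be told apart in pairs 1 and 5. Genes are not independent replicates, and p-values here measure the spread between these blastomeres, which come as sisters of 9 embryos. The labels give no batch or order of processing, so sisters may have been processed side by side. Likeness of sisters and differences between embryos may therefore hold shared processing as well as biology.

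**Figure D1:**
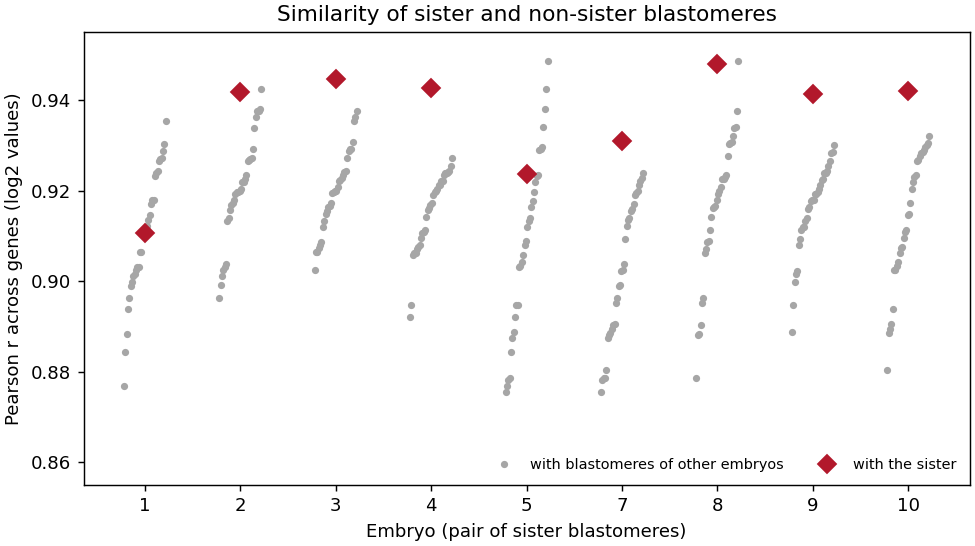
Pearson correlation across 12864 genes (vertical axis, log2 values) for each embryo (horizontal axis). Red diamonds mark the correlation of the sisters and grey points the correlations of either sister with blastomeres of other embryos. The sisters of pairs 3, 4, 7, 9 and 10 lie above all their grey points.

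Hierarchical clustering asked whether the pair associations came back from the transcriptomes alone. Ward clustering joined the sisters of pairs 2, 3, 4, 7, 9 and 10 directly with each other, 6 of 9 pairs. Only 2.52e-06 of all pairings would have had as many pairs joined. The clustering formed 7 clusters of 2 blastomeres, and the one that did not hold sisters joined 5a with 8a. Sisters of pair 1 were not joined. Average and complete linkage, and 1 minus the correlation as distance, also joined 6 pairs.

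On average 18.9% ± 3.65 (SD, n = 9 pairs) of genes were over 2-fold apart between sisters, against 24.6% between non-sisters (exact permutation p = 5.8e-08, the smallest possible). Among EPI regulators, Sall4 and Tfcp2l1 were over 2-fold apart in 5 pairs each and Cops3 in 2 pairs, and among housekeeping genes Eef1e1 was so in 6 pairs. The share ran from 15.9% in pair 10, or 2042 genes, to 25.7% in pair 1, or 3302 genes. In pair 1 the share was no lower than between its members and other embryos (25.1%). The next highest share was that of pair 5 (23.5%), and these 2 pairs hold the arrays with the widest spread, 1a and 5b. Over 4-fold apart were 4.11% ± 1.3 of genes. Without the background threshold the share over 2-fold was 9.98%, since dim genes lie close together on the array.

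Embryos differed from each other beyond the spread between sisters, and several genes were high or low in both sisters of 1 embryo. Gramd3 (probe TC1800000564.mm.1) read 10.24 in embryo 7 and between 5.16 and 5.39 in the other embryos, with a sister SD of 0.16 (limma adjusted p = 1.07e-06). Its values outside embryo 7 all lay below the background threshold of 5.80, which its mean of 5.82 passed through that embryo alone. Rbmx2, a gene for an RNA-binding protein, read 6.69 in embryo 4 and between 10.65 and 13.66 elsewhere (adjusted p = 0.000727). The oocyte gene Nlrp4f (probe TC1300002211.mm.1) ran from 13.47 in embryo 7 to 16.58 in embryo 5 with a sister SD of 0.22 (adjusted p = 0.000144), and Psenen, which encodes a subunit of gamma-secretase, from 14.95 in embryo 9 to 17.11 in embryo 5 (adjusted p = 0.00022). In all, 734 of 12864 genes (5.71%) differed between embryos in limma's moderated F test, and 295 of these were predicted genes. At an unadjusted p under 0.05 there were 2903.

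Of the other genes among the 10 with the smallest p, Pdgfrl ran from 4.35 in embryo 5 to 9.85 in embryo 1, and Ints6l, a relative of an Integrator subunit, from 4.57 in embryo 4 to 10.30 in embryo 1. Purb, which encodes a nucleic acid binding protein, ran from 5.56 in embryo 5 to 10.55 in embryo 7, and AA414992 from 13.02 in embryo 2 to 16.03 in embryo 4. Hesx1, a homeobox gene, ran from 5.34 in embryo 9 to 8.79 in embryo 1, and the protein kinase gene Prkch from 5.09 in embryo 2 to 10.01 in embryo 3 (adjusted p between 0.000144 and 0.000945). The lowest of these embryo values of Pdgfrl, Ints6l, Purb, Hesx1 and Prkch lay below the background threshold. Calls of 8 of these 10 genes held without any 1 pair. That of Gramd3 was lost without pair 7 (adjusted p = 0.856) and that of Rbmx2 without pair 4 (adjusted p = 0.133). The number of calls was 411, 471, 487 and 455 without pairs 7, 8, 9 and 10, and between 422 and 486 without 1 of the blastomeres 3b, 4b, 7b, 8a, 8b, 9b, 10a and 10b. The plain analysis of variance gave 352 calls, and testing all 30142 genes gave 393.

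**Figure D2:**
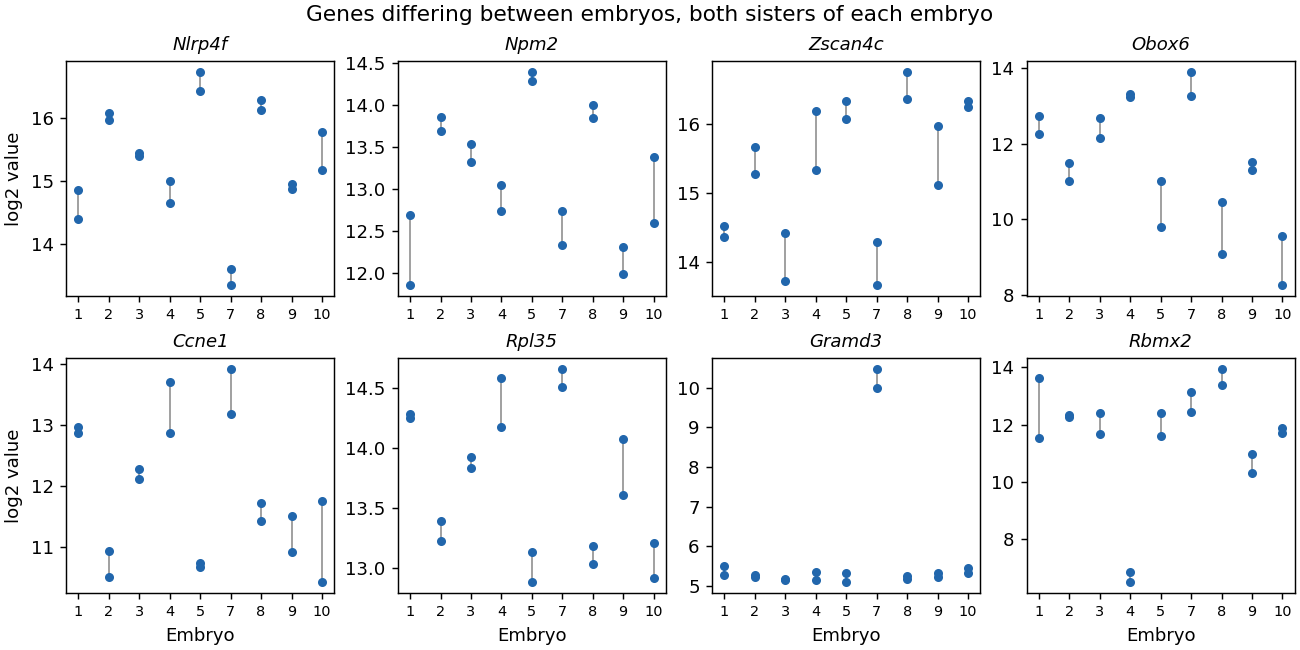
Log2 values (vertical axis, own scale in each panel) of 8 genes that differed between embryos, by embryo (horizontal axis). Points are the sister blastomeres of an embryo, joined by a line. Gramd3 stands apart in embryo 7 and Rbmx2 in embryo 4, while Nlrp4f and Npm2 are high in embryos 5 and 8.

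Genes of 2-cell genome activation, the first burst of embryonic transcription in the mouse, differed between embryos more often than other genes when each member was counted. Of 31 members above background, 14 differed over all genes tested and 19 when adjusted over the list alone, where 5.71% of all genes did so (Fisher's exact p = 3.67e-10, adjusted over 16 lists 5.88e-09). With only the brightest member of each family of like genes counted, 4 of 14 (28.6%) differed, Zscan4f, Tdpoz2, Tmem92 and Zfp560, and the share did not pass the adjusted test (Fisher's exact p = 0.00664, adjusted over 16 lists 0.106). Among the called members were 6 genes of the Zscan4 cluster, whose products mark the 2-cell state. Zscan4c (probe TC0700000113.mm.1) read 13.98 in embryo 7 and 16.57 in embryo 8 (adjusted p = 0.0048), and Zscan4f (probe TC0700000116.mm.1) read 14.00 and 16.93 in these embryos (adjusted p = 0.00636). Obox6, a homeobox gene of oocytes and early embryos, ran from 8.91 in embryo 10 to 13.58 in embryo 7 (adjusted p = 0.00351). The other called members were Zscan4a, Zscan4b, Zscan4d, Zscan4e, Tmem92, Usp17la, Usp17lb, Usp17le, Tdpoz2, Zfp560 and Dppa4. Calls of Zscan4a, Zscan4c, Zscan4f and Obox6 held without any 1 pair, while the other 10 were lost without at least 1 pair, with adjusted p up to 0.289 (Usp17la without pair 8). Those of Dppa4, Tdpoz2, Usp17la, Usp17lb, Usp17le and Zfp560 were also lost under at least 1 other setting, such as testing all 30142 genes. Families were formed from gene symbols. Where their members are near-identical in sequence, a probe may read more than 1 of them. Obox5 and Obox6 counted as 1 family, yet Obox5 was lowest in embryo 7 (15.79), where Obox6 was highest. The brighter Obox5 and Dppa2 were kept, so the called Obox6 and Dppa4 were not counted. The count by family therefore does not isolate shared probes.

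Oocyte genes, ribosomal protein genes and cell-cycle genes held called members as well, though these lists did not pass Fisher's exact test for holding more of them than other genes (smallest p = 0.0520 for the cell-cycle genes, adjusted over 16 lists 0.416). Of 27 oocyte and maternal-effect genes, 3 differed over all genes and 9 when adjusted over the list alone. These were Nlrp4f, Npm2 (probe TC1400002348.mm.1), a histone chaperone of the egg, from 12.15 in embryo 9 to 14.35 in embryo 5 (adjusted p = 0.0113), and Oosp1, whose call was lost without pair 7 (adjusted p = 0.0795). Of 29 ribosomal protein genes, 4 differed over all genes and 14 adjusted over the list alone. Rpl35 (probe TC0200003433.mm.1) ran from 13.01 in embryo 5 to 14.59 in embryo 7 (adjusted p = 0.00612), and the calls of Rpl27, Rps4x and Rps26 were lost without at least 1 pair, with adjusted p up to 0.129 (Rps26 without pair 7). Of 36 mitotic and cell-cycle genes, 5 differed over all genes and 8 adjusted over the list alone. The kinase gene Cdk1 ran from 10.45 in embryo 10 to 12.59 in embryo 7 and cyclin E1 (Ccne1) from 10.70 in embryo 5 to 13.55 in embryo 7, whereas securin (Pttg1) ran from 12.46 in embryo 9 to 14.02 in embryo 5 (adjusted p between 0.0073 and 0.00889). The calls of Mcm3 and Gmnn, genes of replication licensing, were lost without at least 1 pair, with adjusted p up to 0.171 (Mcm3 without pair 9).

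Further calls were few. Of 24 RNA storage and localization factors, 3 differed over all genes and 6 adjusted over the list alone, namely Pabpc1, which binds poly(A) tails and ran from 9.89 in embryo 5 to 12.90 in embryo 7 (adjusted p = 0.00989), Dazl, whose call was lost without pair 7 (adjusted p = 0.126), and Cpeb2, whose call was lost without pair 5, 7 or 10 (adjusted p up to 0.176). Of 16 stress and damage response genes, 1 differed over all genes and 2 adjusted over the list alone, with Sod1 running from 13.22 in embryo 1 to 15.39 in embryo 5 (adjusted p = 0.0156). Of 14 housekeeping genes, 2 differed over all genes, Hprt (adjusted p = 0.0267) and H2az1 (adjusted p = 0.0485), and 3 adjusted over the list alone. Both calls were lost without at least 1 pair, with adjusted p up to 0.165 (H2az1 without pair 7). Of 5 paternally expressed imprinted genes, Mest differed over all genes and over the list alone (8.86 in embryo 7, 11.81 in embryo 5, adjusted p = 0.0165), and its call was lost without pair 7 (adjusted p = 0.0957). Of 70 chemosensory receptors above background, Olfr376 and Olfr976 differed over all genes and adjusted over the list alone. The calls of Rpl27, Rps4x, Rps26, Mcm3, Gmnn, Cpeb2, Hprt and H2az1 were also lost under at least 1 other setting, such as testing all 30142 genes.

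No EPI regulator (0 of 7 above background), COP9 signalosome subunit (0 of 10), trophectoderm or primitive endoderm regulator (0 of 13), asymmetry candidate (0 of 8), mitochondrially encoded gene (0 of 6), maternally expressed imprinted gene (0 of 8) or blood and oviduct marker (0 of 3) differed between embryos in limma, over all genes or adjusted over the list alone. At an unadjusted p under 0.05 these lists held 2 genes, Krt8 of the trophectoderm and the mitochondrial ND2. The EPI list includes Cops3 and Pou5f1, which the study singled out on these samples. Cell types that could be carried along left little signal. Of 22 cumulus and granulosa markers measured, only Has2 (6.43 ± 0.44) and Nr5a2 (9.51 ± 0.80) were above background, with 0 calls in limma over all genes and 1, Nr5a2, at an unadjusted p under 0.05 and adjusted over the list alone. Preimplantation embryos also express Nr5a2. Of 11 blood and oviduct markers, Wfdc2 (7.90 ± 0.23), Pecam1 (7.63 ± 0.87) and Epcam (6.88 ± 1.31) were above background, and of 9 Y-linked genes only Sry was, with 0 calls in limma and 0 at an unadjusted p under 0.05.

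Sisters were closer than non-sisters in 8 of 16 gene lists. The 2-cell genome activation genes were 0.70 log2 units apart between sisters and 1.14 between non-sisters, or 62.0% (exact permutation p = 5.8e-08, adjusted 9.29e-07). Ribosomal protein genes stood at 65.6% of the non-sister difference (adjusted exact p = 2.48e-05), paternally expressed imprinted genes at 73.3% (0.0207), RNA storage factors at 74.0% (2.48e-05), stress response genes at 76.0% (0.000621), cell-cycle genes at 77.3% (0.000149), oocyte genes at 78.7% (0.00228) and housekeeping genes at 81.6% (0.0145), in parentheses the adjusted exact p. Against 10000 random lists of like intensity, sisters were nonetheless far apart in the 2-cell genome activation genes (99.98th percentile, the median of random lists being 0.50 log2 units, and 99.7th with 1 member per family). They were close in RNA storage factors (0.75th percentile), asymmetry candidates (1.25th) and ribosomal protein genes (3.12th), and the EPI regulators were at the 66.1th. Without pair 7 the unadjusted exact p of the housekeeping genes was 0.0685 and that of the paternally expressed imprinted genes 0.0612, and without the background threshold the latter was 0.0722.

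**Figure D3:**
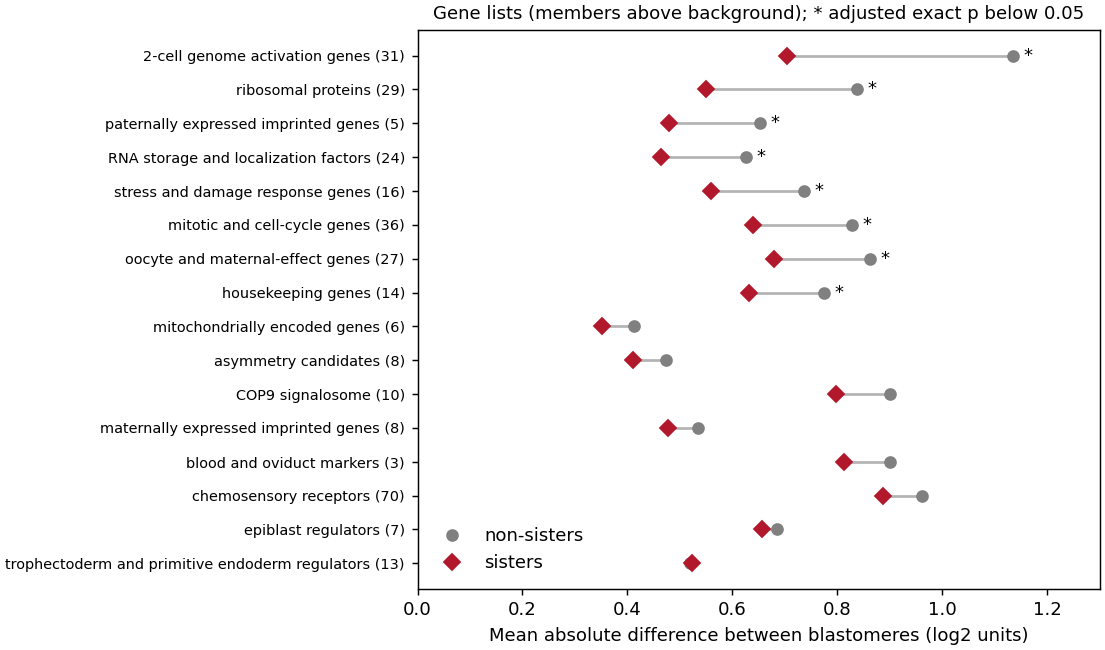
Mean absolute log2 difference (horizontal axis) between sisters (red diamonds) and between non-sisters (grey circles) for the 16 gene lists, with the number of members above background in parentheses. A star marks an adjusted exact p below 0.05, which 8 lists reached, and the distance is widest for the 2-cell genome activation genes.

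Trophectoderm and primitive endoderm regulators such as Cdx2, Tead4, Yap1 and Krt8 were as far apart between sisters (0.52 log2 units) as between non-sisters (0.52), a ratio of 100.4% (exact permutation p = 0.957). The EPI regulators stood at 96.0% (exact p = 0.582), chemosensory receptors at 92.3% (exact p = 0.0694), blood and oviduct markers at 90.3% (exact p = 0.409), maternally expressed imprinted genes at 89.3% (exact p = 0.213), COP9 signalosome subunits at 88.6% (exact p = 0.0805), asymmetry candidates at 86.6% (exact p = 0.0584) and mitochondrially encoded genes at 85.1% (exact p = 0.189). These 8 lists did not pass the test, which does not show that sisters and non-sisters were equally far apart in them. The exact p of the COP9 subunits was 0.0148, 0.0409 and 0.0384 without pairs 2, 4 and 9. The asymmetry candidates reached an exact p of 0.0254, 0.0313 and 0.0359 without pairs 1, 4 and 5, 0.0316 with median centring, 0.0355 without the background threshold and 0.0139 with quantile normalization. The receptors reached 0.0107 without pair 3 and 0.0370 with median centring, and the mitochondrial genes 0.0406 without pair 5.

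Within lists the extremes were wide. Among 2-cell genome activation genes, Obox5 was 1.21-fold apart between sisters and Sp110 1.28-fold, but Pramel7 2.52-fold and Usp17ld 2.45-fold. Among oocyte genes, Btg4 (1.05) and Oosp1 (1.08) had the smallest and Plat (2.90) and Zar1l (2.87) the largest geometric mean ratios. Cops9 (1.15) and Cops7a (1.44) were the closest and Cops5 (2.72) and Cops3 the farthest of the signalosome subunits. Ybx2 (1.11) and Fxr1 (1.15), which bind stored mRNA, stood against Lsm14b (2.07) and Cpeb4 (1.82). Ribosomal protein genes ran from Rps19 (1.13) and Rpl11 (1.14) to Rps15 (2.02) and Rpl39 (1.95), and cell-cycle genes from Ccna2 (1.11) and Ccnd3 (1.13) to Cdk4 (2.58) and Bub1b (2.37). Trophectoderm and primitive endoderm regulators ran from Cdx2 (1.10) and Tead4 (1.13) to Krt8 (1.97) and Yap1 (1.88), and asymmetry candidates from Neat1 (1.06) and Vegfa (1.18) to Gadd45a (1.68) and Kit (1.64). Stress response genes ran from Sod2 (1.13) and Hspb1 (1.21) to Cdkn1a (2.18) and Ddit3 (1.98), and mitochondrial genes from mt-Rnr1 (1.09) and COX1 (1.24) to ND6 (1.41) and COX2 (1.32). Of the imprinted genes, Igf2 (1.14), Sfmbt2 (1.24), Gnas (1.11) and Cdkn1c (1.14) were the closest, and Impact (2.19), Mest (1.35), Phlda2 (2.49) and Grb10 (1.75) the farthest. Among the receptors Olfr544 and Olfr1346 had ratios of 1.15 each, Vmn1r227 8.80 and Olfr118 8.77, where the lower sister of the last 2 read at or below the background threshold in 5 and 7 of 9 pairs. It did so in 6 pairs for Impact, 5 for Igf2 and 4 each for Sfmbt2 and Neat1, and ratios near background are compressed. Several of the closest genes were dim as well. The highest readings of Rps19 (7.14), Rpl11 (6.96), Ccnd3 (6.63), Cdx2 (6.35), Tead4 (6.93) and Cdkn1c (6.91) lay below the lowest of Sry (7.35). These embryos have no Sry gene, so such small ratios need not reflect an equal share of mRNA.

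When members of a list move to the same sister, their signed differences add up. This coordinated difference was 0.28 log2 units for the 31 2-cell genome activation genes, above 99.1% of 10000 random lists of like intensity (their median was 0.17). The list holds families of near-identical genes, whose probes may read one another, and with the brightest member of each of 14 families alone the difference was 0.23, above 66.8% of random lists (median 0.21). It was 0.23 for the 70 chemosensory receptors, above 100% of them (median 0.10). These 70 are the brightest of a background set and can have passed the threshold through high readings in some blastomeres, as Olfr118 did with values from 3.88 to 11.29, so their place among random lists carries no weight. The mitochondrially encoded genes were at the 96.72th percentile, the ribosomal protein genes at the 94.85th and the EPI regulators at the 90.1th. The trophectoderm and primitive endoderm regulators were at the 6.89th. These percentiles describe the arrays and are not a test. With quantile normalization, with 1 member per family, and without pair 4, the number of lists in the upper tail of the random lists was 1, and with median centring it was 4, against 2 in the values given here.

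No gene had more variance between sisters than genes of its intensity in limma after adjustment (0 of 12864, smallest adjusted p = 0.918). At an unadjusted p under 0.05, 540 did so, fewer than the share of 0.05 of all genes that chance alone would give. In simulations with the spread of these arrays this test could call nothing, so the 0 carries no weight. The 10 genes with the smallest p were mostly small RNAs. Snord61 differed between sisters by a geometric mean ratio of 39.6, Snord14e by 24.5, Snord4a by 21.7, Snord16a by 17.2 and Snord98 by 5.20, all box C/D small nucleolar RNAs, which guide methylation of ribosomal RNA. The microRNA genes Mir463, Mir883b and Mir1931 differed by 10.1, 7.28 and 5.25, the olfactory receptor Olfr788 by 5.32 and Mettl18, a methyltransferase gene, by 3.35. The lower sister read at or below the background threshold in 6 of 9 pairs for Snord61 and Snord16a, 7 for Snord14e, 4 for Snord4a and 8 for each of the other 6 genes, so these ratios are set against background readings and their size is not precise. Unadjusted p for these genes lay between 0.00169 and 0.00407. None of the 10 differed between embryos in limma (adjusted p between 0.29 and 0.886, 0 calls, 0 at an unadjusted p under 0.05). They were chosen for a large spread between sisters, against which that test sets the embryos, so this outcome was largely fixed by the choice.

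The study asked in particular whether EPI regulators were unequally shared. Cops3 (probe TC1100002863.mm.1) had a mean sister ratio of 3.99 ± 5.73 (SD, n = 9 pairs), a coefficient of variation of 1.44, the highest of the 12 EPI regulators. Pou5f1 (Oct4, probe TC1700000691.mm.1) came second, with a mean of 1.58 ± 1.02 and a coefficient of 0.643, then Tfcp2l1 (2.65 ± 1.39, 0.524). The second place of Pou5f1 rested on pair 5, without which its mean was 1.26 and its coefficient 0.232, the sixth of the 12. The geometric mean ratio of Cops3 was 2.30 between sisters and 2.63 between non-sisters (exact permutation p = 0.386, adjusted over the list alone 0.657). The study singled out Cops3 and Pou5f1 on these same samples, so their rank here is not independent evidence. Cops3 was 18.5-fold apart in pair 2 and 6.82-fold in pair 9, at most 2.00-fold in the other pairs, and without pair 2 its geometric mean ratio was 1.77, its mean ratio 2.17 and its coefficient of variation 0.883, still the highest of the 12. Its lower values in these pairs, 5.65 in blastomere 2a and 5.33 in 9a, lay below the background threshold.

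Of the other EPI regulators, Sall4 had a mean sister ratio of 1.92 ± 0.647, Gbx2 of 1.3 ± 0.309, Sox2 of 1.22 ± 0.207 and Tdgf1 of 1.16 ± 0.214. Nanog (1.41 ± 0.593), Klf4 (1.19 ± 0.236), Klf2 (1.14 ± 0.161), Foxd3 (1.08 ± 0.0769) and Esrrb (1.08 ± 0.0865) had mean signals at or below the background threshold, where ratios are compressed. The lower sister also read at or below it in 3 of 9 pairs each for Gbx2 and Tfcp2l1, and in 4 each for Sox2 and Tdgf1. For none of the 12 did the sister ratio pass the test against the non-sister ratio (exact p between 0.191 for Esrrb and 0.901 for Klf4). With 9 pairs this does not show that the ratios were equal. Among 643 genes of like intensity Cops3 was at the 89.0th percentile for its geometric mean ratio and at the 98.4th for its coefficient of variation, which a single pair can raise. Among 644 such genes Pou5f1 was at the 24.2th percentile for its ratio and at the 83.5th for its coefficient.

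Housekeeping genes also reached high ratios. B2m had a mean sister ratio of 6.22 ± 11.9 with a coefficient of variation of 1.92, above the 1.44 of Cops3. This rested on pair 5 (37.8-fold), where blastomere 5a read 5.42, below the background threshold, and without pair 5 the mean was 2.27 and the coefficient 0.644. The transferrin receptor gene Tfrc had a mean ratio of 3.45 ± 4.18 and a coefficient of 1.21 (2.10 and 0.555 without pair 9), and the elongation factor gene Eef2 a mean of 2.35 ± 2.31 and a coefficient of 0.982 (1.61 and 0.402 without pair 5). Without pair 2, which held the highest ratio of Cops3, the coefficients of B2m (1.87), Tfrc (1.26) and Eef2 (0.987) were all above that of Cops3 (0.883). There B2m, Tfrc and Eef2 kept their own highest pairs. With the highest pair of each gene left out, Cops3 (0.883) stood above B2m (0.644), Tfrc (0.555) and Eef2 (0.402). Eef1e1 had a mean ratio of 2.39 ± 1.16. At the other end stood Gapdh (1.13 ± 0.0928), Ywhaz (1.19 ± 0.102), Rplp0 (1.22 ± 0.192), Gusb (1.27 ± 0.292, at background), H2az1 (1.32 ± 0.287), Tubb5 (1.34 ± 0.315), Tbp (1.35 ± 0.339) and Hprt (1.41 ± 0.33), and between them Actb (1.53 ± 0.519), Pgk1 (1.56 ± 0.356) and Sdha (1.71 ± 0.394). Gapdh, Hprt and H2az1 were closer in sisters than in non-sisters at exact p of 0.0148, 0.0103 and 0.015, each 0.0752 when adjusted over the list alone, which does not pass 0.05. The median absolute log2 sister difference was 0.50 for 7 EPI regulators and 0.50 for 14 housekeeping genes above background, a difference of -0.00833 (permutation p = 0.991 over genes, which are not independent replicates). This difference turned to 0.353 with the stricter background threshold (permutation p = 0.211), was -0.152 without a threshold (permutation p = 0.239) and changed sign without some pairs, from -0.112 to 0.0563. It did not pass the test under any setting run. The lists were not alike in signal, with means of 7.45 log2 units for the EPI regulators and 10.85 for the housekeeping genes. The highest readings of Gbx2 (6.78), Sox2 (6.83) and Tdgf1 (6.38) lay below the lowest of Sry (7.35). Ratios near background are compressed, so the like medians do not show that both lists were equally shared.

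**Figure D4:**
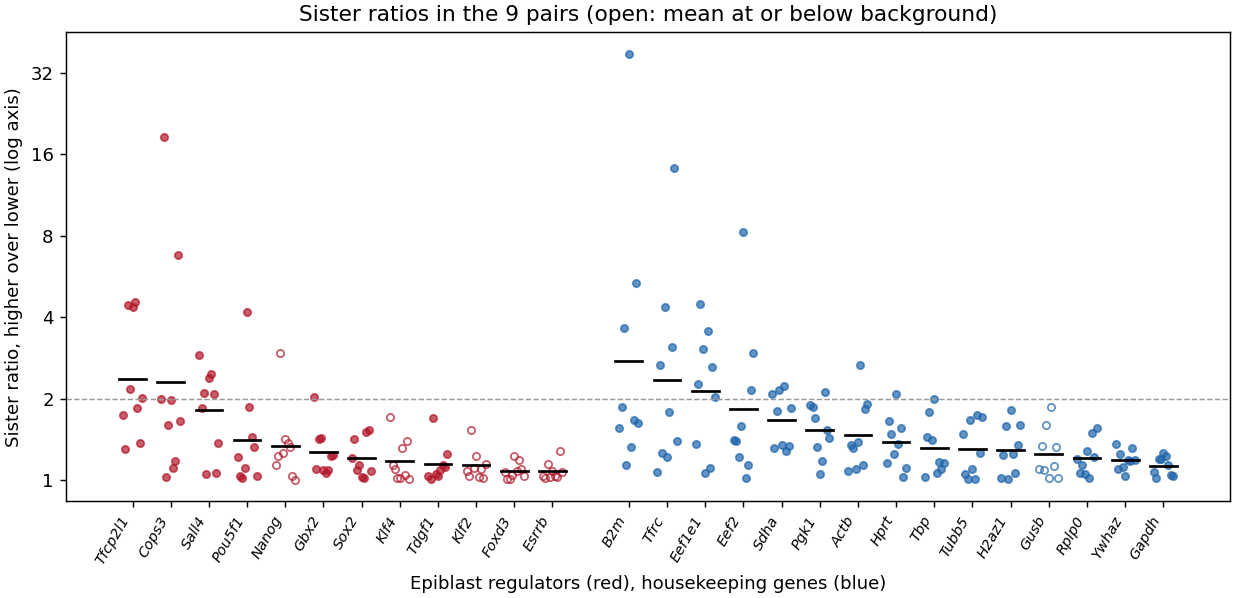
Sister ratio (vertical axis, log scale, higher over lower linear value) of 12 EPI regulators (red) and 15 housekeeping genes (blue). Each point is a pair, bars are geometric means over 9 pairs, and open points mark genes with a mean signal at or below background. The highest points of Cops3 (18.5) and B2m (37.8) each come from 1 pair, pair 2 and pair 5.

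The labels give no meaning to the letters a and b, which were compared as a control for an order of handling. No gene differed between the letters in limma with the embryo as a block (0 of 12864, smallest adjusted p = 0.981). At an unadjusted p under 0.05, 585 did so, fewer than the share of 0.05 of all genes that chance alone would give. Among named genes, Cops3 read 9.94 in 1a and 8.94 in 1b but 5.65 in 2a and 9.86 in 2b, so that neither letter was the higher one in every pair.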

Values the study reported

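The study reported that clustering of the transcriptomes matched the sisters of 4 of 9 pairs of parthenogenetic blastomeres correctly.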

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

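The weighing of Cops3 was chosen after its result was seen. Of 29 sets of values over the 9 pairs that were examined for a pair far from the others, 6 held one. Chance gives about 1 in 20 for values spread evenly around a mean, but sister ratios are never under 1 and so lean to high values, and of all 12864 genes above background 14.4% held such a pair. B2m, the light chain of class I histocompatibility molecules, had a sister ratio of 37.8 in pair 5 and at most 5.35 elsewhere, and the distance on the log2 scale was 0.558 of the whole range. Blastomere 5a read 5.42 for B2m, below the background threshold, so the size of that ratio is not precise. Pou5f1 had a ratio of 4.2 in pair 5 and at most 1.87 elsewhere (0.571 of the range). Blastomere 5b of that pair had the array with the widest spread (interquartile range of relative log expression 0.835). Pair 3 held the highest ratio of Nanog (2.95, next 1.41, 0.679 of the range), Tdgf1 (1.69, next 1.25, 0.587) and Klf2 (1.54, next 1.22, 0.559), and pair 1 that of Gbx2 (2.03, next 1.43, 0.532). Nanog and Klf2 were at or below the background threshold on average.

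Cops3 had the most variable sister ratio of the EPI regulators, through pairs 2 and 9. In these pairs 17.3% and 17.1% of genes were over 2-fold apart, below the mean over the 9 pairs (18.9% ± 3.65) but within 1 SD of it. Their sisters correlated at 0.942 and 0.941, so over all genes these pairs were no less equal than the average pair. The bound set for excluding unequal arrays, 1 SD below the mean, was reached by no pair, so that test could not exclude them. Of 10000 random lists of 7 genes of like intensity, 10.7% held a gene as variable for its intensity as Cops3. The drawn genes come from the same arrays and may be unequally shared themselves. That share shows how often other genes reach such a spread. It leaves chance open for the rank of Cops3 and cannot test it. The low readings of Cops3 in 2a and 9a lie at background and no array was repeated, so a failed measurement of 1 transcript stays open beside an unequal share of the mRNA between sisters, for which no test was possible here. The study also imaged Cops3 mRNA in place by fluorescent hybridization. It reported a signal less evenly spread than those of Gapdh and Oct4 in 2-cell embryos. An uneven Cops3 signal was also reported in MII oocytes and after α-amanitin. The arrays do not test that evidence.

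Probes without 1 gene name entered no comparison of genes. Of 35352 such probes, 7962 (22.5%) were above the background threshold, and across them sisters correlated at 0.949 and non-sisters at 0.933 (exact permutation p = 5.8e-08, the smallest possible).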

How the results depend on the processing

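Counting identical profiles once, leaving out predicted symbols and counting 1 member per family were chosen after seeing the data. Sisters stayed closer than non-sisters in correlation (difference between 0.0091 and 0.0363) and in the share of genes over 2-fold apart under each alternative run. Clustering joined 5 to 7 pairs. The letters and excess sister variance gave 0 calls in limma under each alternative (585 and 540 at an unadjusted p under 0.05 in the values reported, each below the share that chance alone would give). The letter block, whose pairing of blastomeres across embryos the labels do not explain, gave 562 genes differing between embryos against 734, and identical profiles counted once gave 719. The plain analysis of variance gave 352 and no background threshold 393, where more than 2 times as many genes were tested. Without 1 pair the count ran from 411 (pair 7) to 888 (pair 1), and without 1 blastomere from 422 (10b) to 830 (1b), with 472 without 10a, 469 without 3b, 482 without 4b, 486 without 7b, 479 and 462 without 8a and 8b and 454 without 9b. Among genes without predicted symbols 439 were called, and 351 when tested alone. The difference between EPI regulators and housekeeping genes (-0.00833) turned to 0.00389 with median centring, 0.0243 with means of the lists and 0.353 with the stricter threshold, was -0.152 without a threshold, and ran from -0.112 to 0.0563 without 1 pair. That of trophectoderm and primitive endoderm regulators between sisters and non-sisters turned to -0.0066, -0.00615 and -0.00931 with median centring, the mean of probes and quantile normalization, and ran from -0.0137 to 0.0197 without 1 pair. For EPI regulators it ran from -0.0555 to 0.00357 (without pair 7) and for blood and oviduct markers from -0.14 to 0.00667 (without pair 5). The lists with a high coordinated difference numbered 2, but 4 with median centring, 1 with quantile normalization, 1 with 1 member per family of the 2-cell genome activation genes and 1 to 3 without 1 pair. Apart from the count without a threshold the cause was not tested. Of tested values for single genes and lists, 761 kept their direction and side of the threshold, 105 were weaker, 12 stronger and 9 reversed, and 1584 sister ratios of single genes, which have no threshold, moved by less than 1 SD between pairs. Signal over background limits all ratios, since differences near 5.80 log2 units are compressed.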

Other observations

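All tests of explanations in this part were chosen after the result was seen. Some genes fell into separate levels across embryos. Of the called genes, 9 had a gap of over 3 log2 units between neighbouring embryos. Tmed11 read 4.66 in embryo 5 and 10.16 on average in the others, and Lamp2, a lysosomal membrane protein gene, read 6.14 in embryo 4 and 10.71 in the others. Gm5150 averaged 10.59 in embryos 2, 4, 8 and 9 and 5.18 in the rest, Gm5989 15.63 in embryos 3, 4, 7, 8 and 9 and 10.66 in the rest, and Gm7645 10.15 in embryo 8 and 5.99 in the rest. Sisters shared these levels less closely in Gm24745, also among the 9 (sister SD 1.82). These genes were chosen after their values were seen.

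Embryos differed most often in 2-cell genome activation genes, and after quantile normalization on top of the deposited values 11 of 31 did (Fisher's exact p = 1.04e-07). The deposited values were already normalized between arrays, so this could not test that normalization, which stays open as a cause. With 1 member per family 4 of 14 did (Fisher's exact p = 0.00664, adjusted over 16 lists 0.106). This count also left out the called Obox6 and Dppa4, so it cannot isolate shared probes. Probes shared between near-identical genes stay open as a cause of the high share. Called genes outside the 2-cell, oocyte and ribosomal lists numbered 713, and their first component across 9 embryos held 42.3% of their variance. That component ran against the mean of oocyte genes (r = -0.841, exact p = 0.00527, adjusted over 7 relations 0.0184, r = -0.753 without embryos 7 and 8, rho = -0.817, exact p = 0.0108). It ran with the mean of ribosomal protein genes (r = 0.849, exact p = 0.00466, adjusted 0.0184, r = 0.744 without these embryos, rho = 0.767, exact p = 0.0214). Only the exact p of r was adjusted, and that of rho is given unadjusted. Embryos at different progress through the 2-cell stage are therefore a candidate explanation. The 2-cell genome activation genes did not pass a test against that component (r = -0.262, exact p = 0.494, adjusted 0.865, r = 0.0578 without embryos 7 and 8, rho = -0.467, exact p = 0.213). Nor did oocyte and ribosomal protein genes pass a test against each other (r = -0.548, exact p = 0.127, adjusted 0.297, r = -0.463 without embryos 5 and 7, rho = -0.467, exact p = 0.213). Over 9 embryos these tests exclude nothing. Array spread gave r = 0.124 against the component (exact p = 0.75, adjusted 0.875, r = -0.426 without embryos 7 and 8, rho = -0.0833, exact p = 0.843), so uneven arrays stay open as well.

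The females were hybrids, so strain variants that segregate among oocytes could make neighbouring genes differ together. Among 370 called protein-coding genes the mean absolute correlation of embryo values between neighbours in assembly GRCm38.p6 within 1, 5 and 20 Mb was 0.454, 0.499 and 0.471, against 0.458 for genes on different chromosomes (adjusted permutation p = 0.57, 0.0372 and 0.193). Without the first component it was 0.402, 0.383 and 0.371 against 0.367 (adjusted permutation p = 0.193, 0.206 and 0.365). The windows gave no common answer, and the question stays open.

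The number of genes differing between embryos was set against other pairings of the blastomeres. Of 100 pairings, the real one included, 1 gave as many calls, the real one with 734, and the highest other gave 33. That argues against chance in the pairing, as far as 100 pairings can resolve it. Embryo and any processing that sisters shared cannot be told apart in this way. For the letters a and b the real count was 0 in limma, so 100 of 100 letterings had to give as many calls (highest other 0), and that comparison says nothing. At an unadjusted p under 0.05 the real letters gave 585 genes and the other letterings between 456 and 991, with 65 of 100 giving as many, the real one included.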
